A study of Homo sapiens with 8 samples.

How the data were processed

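The series measured RNA bound by CTCF in IMR90 cells, which are primary human lung fibroblasts, with eCLIP. In eCLIP, cells are irradiated with ultraviolet light so that proteins become linked to the RNA they touch. The RNA is then partly digested, the protein is pulled down with an antibody, here against CTCF, and the RNA still attached to it is sequenced. An input library made without the antibody serves as the background. The series held 8 libraries in 4 groups of 2 replicates: eCLIP and input of proliferating cells, and eCLIP and input of cells made senescent with a treatment that the labels abbreviate as ICM. Libraries were placed in groups from their titles and the treatment given in the labels.

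The processed data used here were 2 peak lists, 1 per condition. Per the file headers, the authors gave peaks in narrowPeak format on the human genome build hg38 and normalised them to input. Each list was attached to the first eCLIP replicate of its condition alone, while the name in its header refers to both replicates. It was taken as the joint result of the 2 eCLIP libraries because of that name, which is an assumption. The authors' signal value of each peak is a score normalised to input whose scale, linear or log2, was not stated, and no listed value was below 3. The authors also gave the -log10 p-value of each peak against input, which stopped at a ceiling of 400. The aligner, the peak caller, the removal of duplicate reads, any rule for joining replicates and the thresholds were not stated. Both per-peak values were used to describe, rank or filter peaks within their own list, and in the additional observations signal values were also compared between neighbouring peaks of 1 list. A minimum -log10 p-value of 10 was applied to each list for a count of strong sites, and that count was compared between the lists; the same minimum need not mean the same strength in both, since depth was unknown. A minimum on the signal value and on the p-value leaves weak sites out of a list, so the absence of a gene from a list was read as no listed peak and not as no binding. Normalisation to input reduces the effect of RNA abundance on a peak but does not remove its effect on whether a peak can be detected.

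The lists held no read counts and no values of single replicates. The depth of the libraries was therefore unknown, and no SD, no comparison of replicates and no test between conditions over replicates could be had. Peaks within a list are not replicates. The tests below compare the 2 lists with each other or were run within 1 list, and carry no biological replicate error. Intervals are 95% exact binomial (Clopper-Pearson) intervals and cover counting error only. The interval of a ratio of counts was derived from the exact binomial interval of 1 list's share of the total.

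Peaks were assigned to genes with a RefSeq table of 59792 annotated genes on the same build. The table gave the span and type of each gene, without strand, exons or sequence. Where a peak overlapped several genes, a small RNA gene (rRNA, snRNA, snoRNA, tRNA or another short structured RNA) came before a protein-coding gene, then a long non-coding RNA (lncRNA) gene, then any other gene, and the shorter gene came first within a class. The plan made before the data were examined was to use the strand and to rank exons, untranslated regions and introns, which this table did not allow. Of the 21 proliferating and 31 senescent genes with 2 or more sites, 0 had sites on both strands. Peaks on the same strand that overlapped, abutted or lay within 50 nt of each other were also merged into sites.

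The lists were compared in 6 ways fixed before the data were examined. The numbers of peaks and of bound genes were described without a test. The share of proliferating peaks that overlapped a senescent peak by at least 1 base on the same strand was compared with 10000 placements in which each proliferating peak was moved to a random position in its own gene (one-sided, random seed 20240). The smallest p-value this permutation test can give is 0.0001. Each peak was moved on its own, so abutting peaks count as independent there, and the test was repeated with merged sites. The share of proliferating genes with a peak in the senescent list was given with its interval. The shares of peaks in each class of gene were compared with Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 5 classes. The share of bound genes in a list of 83 splicing and nuclear speckle genes, written before the data were examined, was compared with the same test; 82 of these genes were found under their current symbol and 1, PRPF4B, under the symbol PRP4K. The threshold on p was 0.05.

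Tests were checked on simulated data. Over 100 simulated lists of 147 peaks placed at random in genes, the placement test gave p under 0.05 in 2% of runs, and in 100% of 100 runs in which 20% of the peaks in shared genes were set on senescent peaks. Over 2000 simulated pairs of lists with equal shares, Fisher's exact test gave p under 0.05 in 4.2% of runs, and in 86.1% of runs when the shares were 90% and 80%. Simulated peaks were independent of each other, and the random lists were placed by the same rule as in the placement test. These runs therefore check the calculation alone. They do not show that either test keeps its error rate with abutting peaks, which are not independent.

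Genes named in the report were chosen by a rule written before the data were examined: the genes of the 5 peaks with the highest signal value in each list, the 10 shared genes with the highest signal value in the senescent list, bound members of the splicing list up to 10 per list, and CTCF, HMGB1, HMGB2, CDKN1A, CDKN2A, XIST, H19, MALAT1, NEAT1 and RN7SK. Some genes that this rule selects are not reported here. Any other gene is named as chosen after its values were seen. The alternatives computed were stricter lists, the longer list reduced to the length of the shorter, merged sites, other rules of overlap and gene assignment, 1 peak per gene, certain gene classes, protein-coding genes ranked before small RNA genes and nuclear chromosomes alone. Planned results on introns, splice sites, GC content and short sequence motifs were left out because exons and genome sequence were not used here, and the planned comparison of replicates was left out because the lists held no values of single replicates. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.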

Results

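CTCF is a DNA-binding protein that organises chromatin and can also bind RNA. The transcripts bound by CTCF were mapped by eCLIP in IMR90 fibroblasts that were proliferating or had been made senescent with ICM. Senescence is a lasting stop of cell division. Each condition had 2 eCLIP libraries and 2 input libraries, and was represented by 1 list of input-normalised peaks, taken to join its 2 replicates. The lists gave no value per replicate, and no SD could be given. The read depth was unknown. The design asks which transcripts CTCF bound in each state, and the title of the series directs attention to splicing and nuclear speckles, which are nuclear bodies rich in splicing factors. All positions are on build hg38. Signal values are the authors' scores per peak, on a scale that was not stated.

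The proliferating list held 147 peaks, 70 on the plus strand and 77 on the minus strand, on 20 chromosomes. The senescent list held 572 peaks, 281 on the plus strand and 291 on the minus strand, on 24 chromosomes, with 1 peak on the mitochondrial genome. The senescent list was thus 3.89 times as long, with an exact 95% interval of 3.24 to 4.70 for counting error alone. Proliferating peaks had a median width of 41 nt (quartiles 16.5 and 62.5 nt), and senescent peaks a median width of 16.5 nt (quartiles 7 and 61 nt). The signal value ranged from 3.003 to 7.52 with a median of 3.54 in the proliferating list, and from 3.005 to 7.94 with a median of 4.71 in the senescent list. The median -log10 p-value was 10.6 and 12.3, and 13 proliferating and 36 senescent peaks were at the ceiling of 400.

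Many senescent peaks directly abutted another peak. After peaks within 50 nt on the same strand were merged, the proliferating list held 117 sites and the senescent list 286. This was the alternative that changed the ratio most, from 3.89 to 2.44 (exact 95% interval 1.96 to 3.06). The bases covered by peaks were 6625 in the proliferating and 19249 in the senescent list, a ratio of 2.91. Sites of 2 or more peaks made up 16.2% of proliferating sites (19 of 117) and 70.6% of senescent sites (202 of 286). The number of bound genes was 70 in the proliferating and 246 in the senescent list, a ratio of 3.51 (exact 95% interval 2.68 to 4.65). All proliferating peaks overlapped an annotated gene, and 5 senescent peaks did not. When the senescent list was reduced to its 147 peaks with the highest signal value, it held 84 genes. Whether the lists differed in length by more than replicates of a condition would could not be tested.

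**Figure D1:**
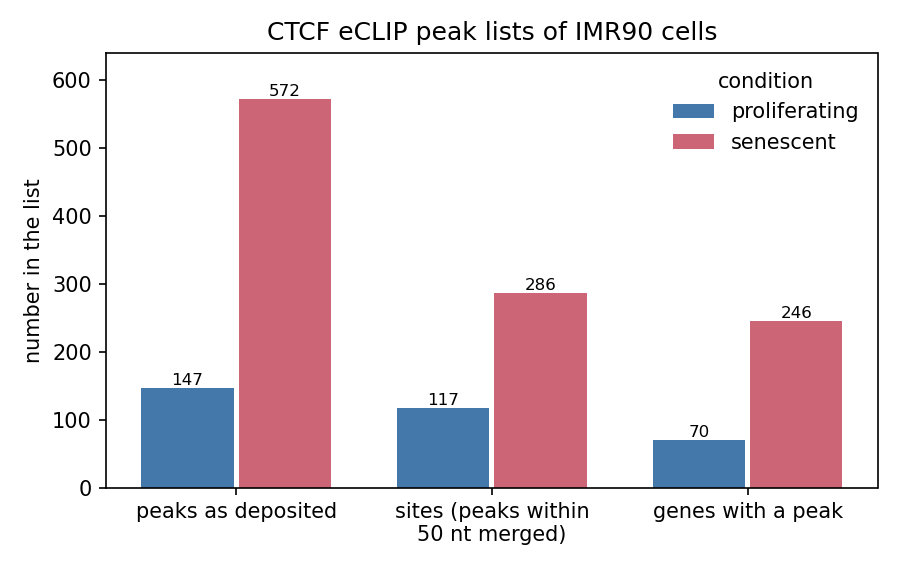
Bars give the number of peaks, of sites after peaks within 50 nt were merged, and of genes with a peak (vertical axis, number in the list) for the proliferating and senescent lists, 1 list per condition and so without error bars. The senescent list was longer by each count, with 572 against 147 peaks, 286 against 117 sites and 246 against 70 genes.

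The lists were next compared by position. A total of 41 of the 147 proliferating peaks overlapped a senescent peak on the same strand, which is 27.9% (exact 95% interval 20.8% to 35.9%). When the proliferating peaks were moved to random positions in their own genes, 3.45% overlapped on average and at most 8.16% did. The permutation p-value was 0.0001, the smallest it can give. With merged sites the overlap was 19.7% (23 of 117), against 1.92% on average after placement, with the same smallest permutation p-value of 0.0001. Placement used the whole gene, introns included, since exon positions were not used here. In the other direction, 54 of the 567 senescent peaks with a gene overlapped a proliferating peak, which is 9.52%, against 0.904% on average after placement. Reducing the senescent list to the length of the proliferating list changed the overlap most, to 13.6%.

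**Figure D2:**
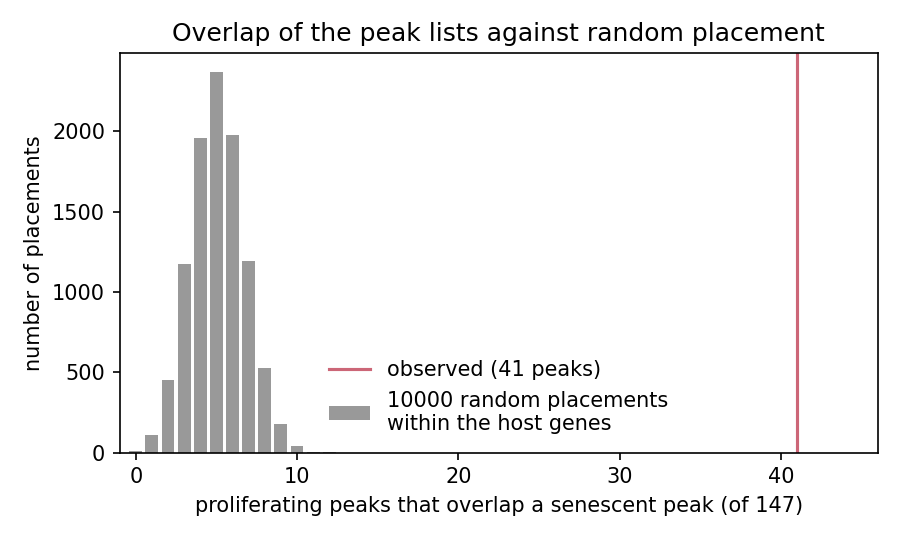
Grey bars give how many of 10000 random placements within the host genes (vertical axis) had a given number of the 147 proliferating peaks overlapping a senescent peak (horizontal axis), and the line marks the observed 41 peaks. No placement came near the observed number, since at most 8.16% of the peaks overlapped after placement, against 27.9% observed.

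Of the 70 genes bound in the proliferating list, 28 also had a peak in the senescent list, which is 40.0% (exact 95% interval 28.5% to 52.4%). These were 11.4% of the 246 senescent genes (exact 95% interval 7.70% to 16.0%). In 21 of the 28 genes the peaks of both lists overlapped, and in 7 they did not. The other 42 proliferating genes and 218 senescent genes were listed for 1 condition alone. The share of proliferating genes found in the senescent list fell to 18.6% when the senescent list was reduced to the length of the proliferating list.

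The highest signal value of both lists was in the snoRNA gene SNORA74A (chromosome 5, 139278780 to 139278979). Its proliferating site, of 4 peaks, spanned 139278793 to 139278835 and reached a signal value of 7.52. Its senescent site, of 5 peaks, spanned 139278780 to 139278836 and reached 7.94. The other gene among the 5 highest proliferating peaks was PPP1R12C (chromosome 19, 55090918 to 55117637), where a peak at 55092496 to 55092547 had a signal value of 5.88. PPP1R12C had 4 senescent peaks, the highest at 55092472 to 55092481 with 5.79. The other gene among the 5 highest senescent peaks was UBE4A (chromosome 11, 118359600 to 118399211), with a peak at 118384715 to 118384719, a signal value of 7.13, and no proliferating peak.

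Among the 10 shared genes with the highest senescent signal value, the positions often coincided within a few bases. The proliferating peaks in ANKRD10 (chromosome 13, 110878540 to 110915069) spanned 110893009 to 110893091 and the senescent peaks 110893009 to 110893106, both on the minus strand. In HNRNPD (chromosome 4, 82352498 to 82373991) the peaks spanned 82373674 to 82373748 and 82373675 to 82373749, and in EEF2 (chromosome 19, 3976056 to 3985463) the peaks of both lists with the highest signal value lay at 3979808 to 3979809. In the snoRNA gene SNORA6 (chromosome 3, 39408391 to 39408539) the peaks spanned 39408402 to 39408415 and 39408401 to 39408446. In DCN (chromosome 12, 91140484 to 91182817) they spanned 91146069 to 91146133 and 91146074 to 91146157, and in RANGAP1 (chromosome 22, 41244779 to 41302369) 41281036 to 41281096 and 41281039 to 41281106. DST (chromosome 6, 56457996 to 56954830) had 1 proliferating peak at 56614356 to 56614409 and 5 senescent peaks in 2 sites between 56611559 and 56614433. FLNC (chromosome 7, 128830406 to 128859272) differed from these, with 3 proliferating peaks between 128838753 and 128854679 and 1 senescent peak at 128849057 to 128849065. Whether these positions are exonic or intronic was not analysed here.

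**Figure D3:**
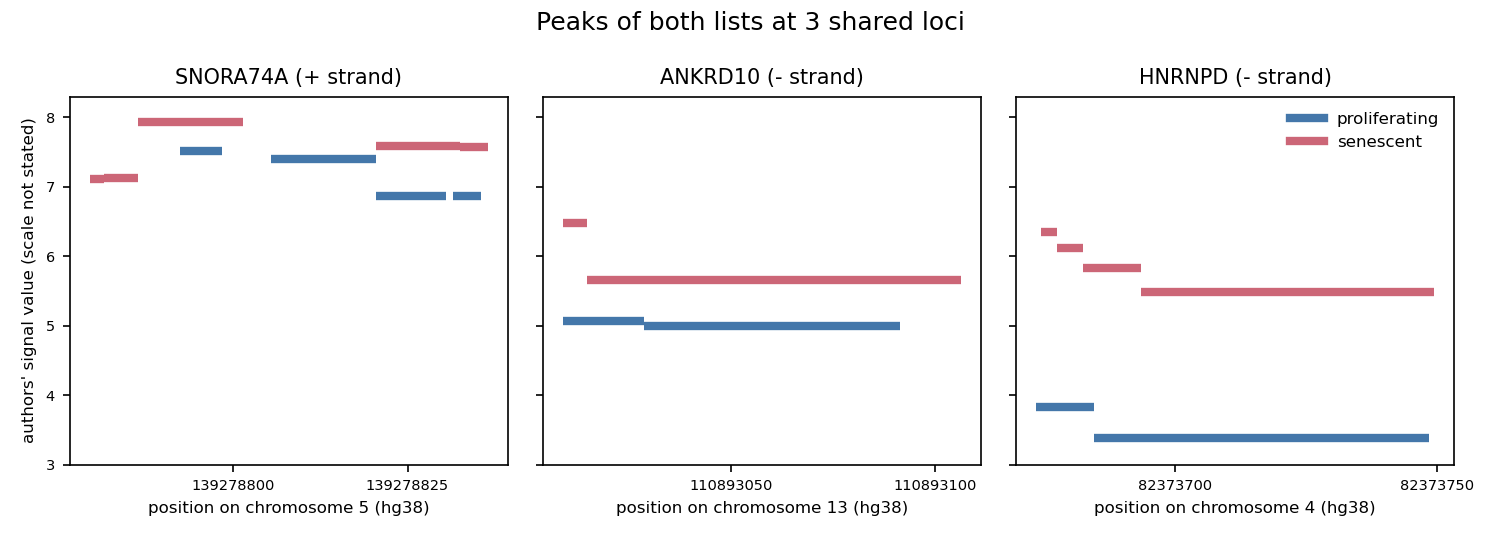
Horizontal bars mark the peaks of the proliferating and senescent lists at SNORA74A, ANKRD10 and HNRNPD by position on hg38 (horizontal axis) and the authors' signal value, whose scale is not stated (vertical axis, starting at 3, the lowest listed value). Signal values are not compared between lists, and the peaks of both lists lay at nearly the same bases, as at HNRNPD with 82373674 to 82373748 and 82373675 to 82373749.

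By class of gene, 93.7% of senescent peaks (536 of 572, exact 95% interval 91.4% to 95.6%) and 83.0% of proliferating peaks (122 of 147, exact 95% interval 75.9% to 88.7%) were assigned to protein-coding genes. The difference of 10.7 percentage points had a Fisher's exact p of 0.000173, adjusted to 0.000432 over the 5 classes. Small RNA genes took 4.20% of senescent peaks (24 peaks) and 14.3% of proliferating peaks (21 peaks), with a Fisher's exact p of 6.17e-05, adjusted to 0.000308. The senescent list had 5 and the proliferating list 1 peak in lncRNA genes. Among merged sites, the shares in protein-coding genes were 94.1% and 85.5% (Fisher's exact p 0.00907, adjusted 0.0230), and 11 senescent and 13 proliferating sites lay in small RNA genes. The total number of small RNA sites was thus similar in both lists while their share differed. The types were not the same: snoRNA genes held 10 proliferating and 5 senescent sites, and tRNA genes held 4 sites in the senescent list alone. The senescent peak on the mitochondrial genome was among these tRNA sites, with a signal value of 3.02, close to the lowest listed. Of the small RNA peaks, 19 of 21 proliferating and 19 of 24 senescent peaks also overlapped another annotated gene. Assigning peaks by the longest overlap gave a difference in the protein-coding share of 10.2 percentage points (Fisher's exact p 0.000276) and by the middle base 10.7 percentage points (Fisher's exact p 0.000173). Ranking protein-coding genes before small RNA genes, an alternative chosen after seeing the data, gave 6.01 percentage points (Fisher's exact p 0.00721). Leaving out peaks over more than 1 annotated gene (35 proliferating and 76 senescent peaks), also chosen after seeing the data, gave 1.93 percentage points (Fisher's exact p 0.407), but this removes most small RNA peaks by construction.

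The splicing and speckle genes were compared last. In the senescent list 8 of 246 bound genes were in the list of 83, which is 3.25% (exact 95% interval 1.41% to 6.31%). In the proliferating list 1 of 70 was, which is 1.43% (exact 95% interval 0.0362% to 7.70%). The difference of 1.82 percentage points was not distinguishable from 0 (Fisher's exact p 0.689). With the proliferating share as observed, 22 of the 246 senescent genes would have been needed for p under the threshold of 0.05, so a smaller enrichment could not be detected with these lists. PNN (chromosome 14, 39175254 to 39183220) was bound in both lists, with peaks spanning 39181551 to 39181660 in the proliferating and 39181537 to 39181659 in the senescent list. Other members bound in the senescent list included ACIN1, PRP4K, RSRP1, SF1, SRRM2 and U2AF2. In SRRM2 (chromosome 16, 2752638 to 2771412), the 3 peaks formed 1 site at 2759714 to 2759762, and the peak with the highest signal value, 5.24, was at the p-value ceiling. In U2AF2 (chromosome 19, 55655035 to 55674716), 6 peaks formed 2 sites between 55655069 and 55659231. In SF1 (chromosome 11, 64764606 to 64778542) the site lay at 64775339 to 64775414, and in PRP4K (chromosome 6, 4021300 to 4064983) at 4037556 to 4037579.

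The non-coding RNAs MALAT1 and NEAT1, which are found at or near nuclear speckles, had no listed peak in either condition. CTCF, HMGB1, HMGB2, CDKN1A, CDKN2A and H19 had none either. XIST (chromosome X, 73820656 to 73852714) had 1 senescent peak at 73851647 to 73851649 with a signal value of 4.78, and RN7SK (chromosome 6, 52995620 to 52995951) had 1 proliferating peak at 52995637 to 52995647 with a signal value of 4.07. The lists leave out peaks below a minimum signal value, so these absences do not show that the RNA was unbound.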

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

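Across 9 results, 54 alternatives were computed, of which 4 were chosen after seeing the data: 5S rRNA and 7SK pseudogenes counted as small RNA genes, peaks over more than 1 annotated gene left out, protein-coding genes ranked before small RNA genes, and the splicing list compared among protein-coding genes alone. In 43 of the 54 the result kept its direction and its side of the threshold, or stayed within its counting error or within 1.5 times the count. For results with a test this does not mean that the size was kept. In 1 it became weaker, in 10 it moved, and in 0 did a direction reverse. Some of the 43 could hardly have changed. Keeping nuclear chromosomes alone removed only the mitochondrial peak of the senescent list. Reducing the senescent list left the number of proliferating genes as it was by definition. The count of 43 is therefore not a measure of how robust the results were. Keeping the upper 50% of each list by signal value left 74 and 286 peaks and 43 and 145 genes, and keeping the upper 50% by p-value left 33 and 130 genes, a result of having fewer peaks. Merging peaks within 50 nt reduced the senescent list to 286 and the ratio of the lists to 2.44, since senescent peaks abut more often. Reducing the senescent list to the length of the proliferating list left 84 senescent genes and lowered the share of proliferating genes found there to 18.6%, which also follows from fewer peaks.

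The overlap of the lists ranged from 13.6% to 35.1% over 8 alternatives. It stayed above the mean after random placement in each, with the smallest permutation p-value of 0.0001, which being at its floor says nothing about how stable the size of the overlap was. The size did depend on the processing: it fell below the interval of 20.8% to 35.9% with the senescent list reduced to the length of the proliferating list (13.6%, against 0.775% after placement), with an overlap of at least 50% of both peaks required (16.3%, against 0.759%) and with merged sites (19.7%, against 1.92%). Allowing either strand and keeping nuclear chromosomes alone left this value where it was and tested nothing. The difference in the protein-coding share ranged from 1.93 to 23.1 percentage points over 11 alternatives, with Fisher's exact p from 1.37e-07 to 0.407. The weakest, 1.93 points, came from leaving out peaks over more than 1 gene, which by construction removes most small RNA peaks in host genes. The difference in the splicing share ranged from 0.433 to 2.35 points over 6 alternatives, with Fisher's exact p from 0.689 to 1.

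No paired analysis was possible because the lists held no values of single replicates, and for the same reason leaving out each replicate and a replicate block were not run. Also not run, because exons and sequence were not used here, were placement in the same kind of feature and the alternatives planned for introns, splice sites, GC content and short motifs. The unknown depth limits the comparison of list lengths, because the number of peaks that can be called rises with depth.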

Other observations

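The comparison of merged list lengths, of strong sites and of signal variance was planned before its result was seen; the tests on collagen genes, pseudogenes, gene length, position within genes, division into pieces by width and the order of pieces were chosen only after the result was seen. The 5 comparisons of the lists among the latter were picked after the listed peaks had been read through, so the adjustment over these 5 does not cover that search. No test here has replicate error, because each condition was 1 list.

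The senescent list was longer. If division of sites into abutting peaks were the whole reason, merging them would bring the ratio to about 1. It remained 2.44 (exact 95% interval 1.96 to 3.06), which argues against this as the whole reason, although it accounts for part of the ratio of 3.89. A deeper or higher-yield senescent library may also lengthen a list. Among sites with a -log10 p-value of at least 10 the ratio was 3.05 (exact 95% interval 2.27 to 4.14). Depth and a gain of binding in senescence would both give this, so they cannot be told apart without read counts. A site carried the highest -log10 p-value of its peaks. Senescent sites held more peaks on average (2 against 1.26), and so had more chances to reach the minimum. The senescent state and the ICM treatment itself, which always came together here, stay open as untested explanations.

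Neighbouring peaks of a site mostly had no gap between them: 261 senescent and 24 proliferating pairs abutted, and 25 and 6 pairs lay 1 to 50 nt apart. The share of the variance in signal value that lay between sites was 0.824 for the 488 senescent peaks in such sites, against a mean of 0.413 and a maximum of 0.516 when peaks were dealt to sites at random 1000 times (permutation p 0.000999, the smallest it can give). It was 0.958 against a mean of 0.376 in the proliferating list. Peaks of 1 site were thus more alike in signal value than peaks dealt at random across sites. Separate binding regions that lie side by side could be alike too. The test therefore cannot tell whether abutting peaks are pieces of 1 binding region divided by the peak processing. If they are, counts of peaks overstate the number of binding events. No biological explanation of the division was tested.

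The pieces had an order. In senescent sites of 2 peaks with unlike width and signal, the narrower piece lay on the 3′ side in 117 of 121 (96.7%, exact binomial p 6.61e-30) and the higher signal value in 100 of 121 (82.6%, exact binomial p 1.61e-13). In the proliferating list the narrower piece lay on the 3′ side in 11 of 12 sites (91.7%, exact binomial p 0.00635) and the higher signal value in 7 of 12 (58.3%, exact binomial p 0.774). The cause was not tested. Senescent sites were also divided more often, 70.6% against 16.2% (Fisher's exact p 3.22e-24, adjusted 1.61e-23). Greater site width does not account for this, since among sites of 50 to 100 nt 139 of 183 senescent and 10 of 47 proliferating sites were divided (76.0% and 21.3%, Fisher's exact p 7.60e-12). Depth, a difference in how each list was processed, the senescent state and the ICM treatment itself remain open and untested.

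Collagen genes, chosen after their values were seen, stood out in the proliferating list, with 27 of 117 sites (23.1%) against 5 of 286 (1.75%) in the senescent list (Fisher's exact p 1.59e-11, adjusted 3.98e-11). The proliferating sites were in COL1A1, COL1A2, COL3A1, COL4A1, COL4A2, COL6A2 and COL6A3, with 7 sites in COL1A2 (chromosome 7, 94394895 to 94431227), and the senescent sites were in COL5A1 and COL6A2. Other genes differed between the lists as well, in both directions. The 6 other genes with 3 or more proliferating sites together had 24 proliferating and 3 senescent sites, so a lower number was not confined to collagen genes. Among these 6, PLEC had 7 proliferating and 1 senescent site and FLNA had 5 and 0. Among those with many senescent sites, NALF1 had 5 senescent and 0 proliferating sites and NRG1 had 4 and 0. These genes, like the collagen genes, were chosen after their values were seen, and a gene picked for many sites in 1 list tends to have fewer in the other. Counting several sites per gene would not by itself make the shares differ by gene, and these were 7 of 70 and 2 of 246 (10.0% and 0.813%, Fisher's exact p 0.000499), which argues against it as the whole reason, although the p-value does not allow for the choice of the family from these lists. Dilution in a longer list would leave the number of collagen sites in place. It was 5 against 27 (exact binomial p 0.000113), but the collagen genes were picked for their many proliferating sites, sites in 1 gene are not independent, and by gene the numbers 2 and 7 were not distinguishable (exact binomial p 0.180). Dilution therefore stays open. A loss of genes between the lists that is the same for all genes also remains open: 1 of 7 collagen genes and 27 of 63 other genes of the proliferating list were found in the senescent list (14.3% and 42.9%, Fisher's exact p 0.230), and 7 genes are few. This last test was run first, and the test of dilution by number of sites was added once it had decided nothing. Lower collagen RNA in senescent cells may also give this pattern, and RNA levels were not analysed here.

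In the proliferating list 6 of 117 sites (5.13%) lay on annotated pseudogenes of 5S rRNA or 7SK RNA, against 2 of 286 (0.699%) in the senescent list (Fisher's exact p 0.00885, adjusted 0.0111). One example chosen after its values were seen is RNA5SP242 within GARIN1A (chromosome 7), with a proliferating site at 128697476 to 128697557. Chance overlap is an unlikely reason: of the 100 proliferating sites in protein-coding genes 3 lay on such pseudogenes, against a mean of 0.0142 and a maximum of 1 after random placement in the host gene (permutation p 0.0001, the smallest it can give). Reads of the parent RNAs placed on their copies may explain these 6 sites. The peak lists hold no read placements, so this and binding to the copies themselves cannot be told apart.

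Protein-coding genes bound in the senescent list alone had a median length of 68.8 kb (207 genes), against 36.9 kb for the 30 genes bound in the proliferating list alone. The difference was not distinguishable from 0 (permutation p 0.0561, adjusted 0.0561). Weak peaks scattered over long genes may contribute, and this stays open. The genes of the upper 50% of senescent sites by signal value were longer than those of the lower 50%, by 35.3 kb at the median (79.7 against 44.4 kb, permutation p 0.00156). A gene with sites in both groups was counted in the upper alone, which left 122 upper and 109 lower genes. Genes with several sites thus fall in the upper group more often, and this may add to the difference. The signal value is relative to input, however, so a weakly supported peak can carry a high one. When the sites were split by p-value instead, with genes counted by the same rule, the genes of the upper 50% had a median of 57.6 kb. Those of the lower 50% had a median of 70.2 kb, not distinguishable (permutation p 0.278).

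Senescent sites lay nearer the ends of protein-coding genes, with 139 of 269 (51.7%) in the first or last 20% of the gene against 35 of 100 proliferating sites (35.0%), where an even spread gives 40% (Fisher's exact p 0.00485, adjusted 0.00809). With 1 site per gene the shares were 52.4% and 37.0% (Fisher's exact p 0.0496), and without collagen genes 52.3% and 38.4% (Fisher's exact p 0.0468). The senescent share stayed the higher in both. Both p-values lie just under 0.05 and were not adjusted. A p-value on either side of 0.05 cannot settle how much of the difference several sites per gene or the collagen genes account for. With both changes together the shares were 52.8% of 229 and 38.3% of 47 sites (Fisher's exact p 0.0791). The shares barely moved while the number of sites fell, so a joint effect cannot be told apart from a loss of precision. Which exons or introns these positions fall in was not analysed here, and the senescent state and the ICM treatment itself remain untested explanations.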
